A study of Mus musculus with 12 samples. Its data were reported in "Strain-based and sex-biased differences in adrenal and pancreatic gene expression between KK/HlJ and C57BL/6 J mice" (2021).

How the data were processed

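Gene expression in the adrenal gland was measured with Affymetrix Mouse Gene 2.0 ST arrays in male and female mice of the KK/HlJ and C57BL/6J strains, aged 21 weeks by the labels, which differ slightly in this from the study's methods. Per the labels and the study's methods, the RNA of the mice of each group was combined into 1 pool, and each of the 4 pools was applied to 3 arrays, which gives 12 arrays. The 3 arrays of a group are therefore repeat measurements of 1 pool and not separate animals. The p-values of the main fit measure the spread between arrays. No p-value from these arrays covers the spread between mice. None can therefore show how far a difference would extend to other mice of the same strain and sex.

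The authors deposited log2 expression values per probeset, which they had made by robust multi-array averaging (RMA: background correction, quantile normalization and summarization of the probes of a set) with the Partek software. The values were used on that scale and were not normalized again for the main results. Array data hold no read depth, and the number of arrays limits the precision.

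The table analysed here is partial and held 16378 probesets. GEO's platform annotation paired 7358 of them with 1 gene and 456 with several genes, and 8564 were unnamed here. Matching by gene ID to the RefSeq table for assembly GRCm38.p6, used only for names and for the order of genes, placed 7310 of the probesets with 1 gene and left 48 unmatched, and no symbol changed. Of the matched probesets, 7276 lay on chromosomes 1 and 10 to 15 and 34 elsewhere, so nearly all genes of other chromosomes, the Y-linked genes and Xist among them, were not analysed here, and the sex of the pools could not be checked from the data. Counts of genes below refer to this part of the genome only. No coordinates are given because the sources used here do not state the genome build of the probesets. Probesets with several genes were not used.

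For the 284 genes with several probesets, the one with the highest mean over the 12 arrays was kept. Of 6986 genes, 4414 had a mean of at least 4 (log2) in at least 1 group and were tested. A model with 1 mean per group was fitted to all 12 arrays with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes; 8 residual and 4.84 prior degrees of freedom). The contrasts were KK-M v C57-M, KK-F v C57-F, KK-M v KK-F and C57-M v C57-F, with the mean strain difference, the mean sex difference and the strain by sex interaction. A differentially expressed gene (DEG) had a fold change of at least 1.4 and a Benjamini-Hochberg adjusted p under 0.05, adjusted jointly over the 4 pairwise contrasts and separately for each other contrast. Fold changes are given on the log2 scale with the standard error (SE) of the fit, and group levels as mean ± SD of 3 arrays. The SE of a list median comes from the spread among its genes, taken as independent. It does not cover the spread between arrays or pools and is too small where the genes vary together. Overlaps of DEG lists were tested with Fisher's exact test, two-sided, across genes, which are not independent replicates.

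Genes named in the text followed a rule set before the data were examined. For each pairwise contrast these were the 8 genes with the largest rise and the 8 with the largest fall among DEGs whose 3 values in one group did not overlap those in the other, without clone names and small RNAs. The interaction gave 5 genes each way. Genes the study discussed and up to 4 members of each described list with the largest change were added, and a gene named outside this rule is identified as such. Of 40 gene lists fixed at the same time, 27 had at least 3 tested genes and were tested with camera (preset correlation of 0.01, two-sided, adjusted over 108 tests of lists and contrasts). List members were counted with adjustment over all genes and adjusted over the list alone. Camera passed 48 of the 108 tests, and 13 passed with an estimated correlation. That second p is given beside each list test described below that passed with camera. Not every test that passed is described.

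The alternatives were other filters on low values, renewed quantile normalization or median centring, other variance models, the replicate number as a block, only the compared groups in the fit, adjustment within each contrast, the mean of a gene's probesets, other fold thresholds, a fit on the 4 pool means, other list tests, and leaving out each array in turn. Leaving out the listed genes of outside tissues, and quantile normalization for the gene lists, were added after the data were seen. The fit was tested on simulated data for KK-M v C57-M with 4414 genes, of which 200 were changed. It recovered 66.7% of genes changed by 1.5-fold, 93.1% at 2-fold and 100% at 4-fold, with 1 false call. Of 200 simulated lists of unchanged genes, camera gave 12 an unadjusted p under 0.05. The simulated genes varied independently, so this does not show how camera treats lists whose genes vary together. In the real data the estimated correlation was 0.29 for the cholesterol synthesis list.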

Results

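Adrenal gene expression was compared between the KK/HlJ strain (KK), a polygenic mouse model of obesity and type 2 diabetes, and the C57BL/6J strain (C57), in males (M) and females (F). The study had found differences between these strains and sexes in steroid hormones made by the adrenal gland, and the arrays addressed which adrenal genes differ with strain, with sex, or with both. There were 3 arrays in each of the groups KK-M, KK-F, C57-M and C57-F, all 3 from 1 RNA pool, so that n = 3 below counts arrays of 1 pool. Median log2 values of the arrays lay between 3.88 and 3.99 over all probesets. The first principal component of the 4414 tested genes held 44.3% of the variance and separated the strains, and the second held 29.4%. Arrays of KK-M differed most among themselves, with a residual SD of 0.204 against 0.154 in C57-M, 0.16 in KK-F and 0.167 in C57-F.

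In the males, genes of striated muscle were the most strongly raised in KK, and genes made by the liver the most strongly lowered. Myh8 and Myh1, which encode myosin heavy chains of skeletal muscle, were higher in KK-M than in C57-M by 4.42 ± 0.15 and 3.82 ± 0.15 (log2 fold change ± SE; adjusted p = 6.5e-10 and 1.8e-09). Their C57-M means of 2.86 and 2.83 lay under the filter level of 4, as did the KK-M means of Serpina1d (3.6) and Apob (3.36). That level was chosen for the tests and is not a measured detection limit. The size of differences that rest on means under it is less certain than their direction. Scgn, a calcium-binding protein of neuroendocrine cells, rose by 2.49 ± 0.16 (adjusted p = 2.5e-07), and Sv2c, a synaptic vesicle glycoprotein, by 2.75 ± 0.13 (adjusted p = 1.7e-08). Serpina1d and Serpina1c, which encode forms of alpha-1-antitrypsin, fell by 4.12 ± 0.56 and 3.89 ± 0.46 (adjusted p = 0.00013 and 3.9e-05), and Apob, the main protein of low-density lipoprotein, fell by 2.99 ± 0.12 (adjusted p = 3e-09). Lilrb4a, an inhibitory receptor of myeloid cells, was at -3.68 ± 0.2, the histone gene H4c12 at -2.51 ± 0.3 and Wfdc17 at -2.43 ± 0.22 (adjusted p = 5.2e-08, 4.1e-05 and 4.8e-06).

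All 9 tested genes of the skeletal muscle list were higher in KK-M than in C57-M, also when adjusted over the list alone (median log2 fold change 1.94, adjusted p = 7.9e-12; adjusted p = 0.0033 with an estimated correlation). The sarcomere genes Actn2 (2.5 ± 0.11), Myoz1 (2.41 ± 0.17) and Tcap (2.39 ± 0.21) were among them, the first 2 also with C57-M means under 4 (2.65 and 2.85), and Mybpc1, a myosin-binding protein outside the list, rose by 2.27 ± 0.14. Of 12 measured genes of this list 9 passed the filter, 5 of them through KK-M alone, so that their direction was partly fixed by the filter; with no filter 9 of 12 were higher (median 1.59), and of the 4 genes that passed through another group all 4 were (median 1.81). The second probeset of Myh8 gave a smaller difference of 1.06. Of 17 hepatocyte genes, 12 fell and 1 rose, with the same numbers adjusted over the list alone (median -1.83, adjusted p = 6.2e-06; adjusted p = 0.071 with an estimated correlation). In the same way 5 of the 17 passed the filter through the C57 groups alone, and of the other 12, 7 fell and 1 rose (median -1.08). The study named 6 of these 17 genes on the same samples, so the list is not fully independent evidence. Besides Serpina1d, Serpina1c and Apob, they included Cps1 of the urea cycle (-2.64 ± 0.31) and the apolipoprotein gene Apoa2 (-2.4 ± 0.19). The list gene that rose, named after its value was seen, was Hal, an enzyme of histidine breakdown, at 0.92. Its C57-M mean of 3.78 lay under the filter level, so the size of this rise is less certain. Serpina1d read 5.56 on KK-M replicate 1 against 2.54 and 2.69 on replicates 2 and 3, and without replicate 1 its difference was -5.11 and that of Serpina1c -4.67.

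Genes of the adrenal medulla and of secretory vesicles were higher in KK-M. Of 13 genes of dense-core and synaptic vesicles, Ptprn not counted, 7 rose, as they did when adjusted over the list alone (median 0.69, adjusted p = 3.1e-06; adjusted p = 0.019 with an estimated correlation), among them Cadps (1.19), Cyb561 (0.99) and Rab3c (0.95), for which a second probeset gave 0.24. The study mentioned 2 of the 13, Scg2 (0.22 here, not past the test) and Ptprn2, which rose by 0.71 in these males and was at 0.23, not past the test, in the females. Ptprn, a vesicle membrane protein that the study chose on these samples and that is therefore not independent evidence, rose by 1.09 ± 0.07 (adjusted p = 3.3e-07). Among 9 chromaffin cell genes, 3 of them shared with the vesicle list, 5 rose by both adjustments (median 0.5, adjusted p = 3.3e-05; adjusted p = 0.071 with an estimated correlation), with Nefl at 1.37 (from 3.62, under the filter level, in C57-M) and Pnmt, which makes adrenaline from noradrenaline, at 1.12 ± 0.08. Of 5 channel genes of excitable cells, 3 rose by both adjustments (median 0.56, adjusted p = 0.0066; adjusted p = 0.11 with an estimated correlation), including Unc80 at 1.25, which the study had named on the same samples, so that this gene is not independent evidence. Nnt, a mitochondrial transhydrogenase that carries a deletion in C57BL/6J mice, rose by 0.98 ± 0.11 (adjusted p = 1.8e-05). Cyp11b1, which makes corticosterone, was at -0.13 ± 0.07 (adjusted p = 0.19), and 1 of 6 steroidogenesis genes fell, namely Hsd11b1, which regenerates active glucocorticoid, at -0.85 ± 0.12 (list adjusted p = 0.78).

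Of 11 interferon response genes, 4 fell in KK-M by both adjustments (median -0.38, adjusted p = 0.0066; adjusted p = 0.071 with an estimated correlation), with Irgm2, a gene that the study had named on the same samples, at -1.5 and Rsad2 at -1.27. Of 6 lipogenesis genes, 3 fell by both adjustments (median -0.7, adjusted p = 0.0039; adjusted p = 0.071 with an estimated correlation), namely Acaca at -1.43, the fatty acid synthase gene Fasn at -1.34 and Lpin1 at -1.05. Among fat cell markers, 2 of 4 white adipocyte genes fell by both adjustments, Gpd1 at -0.77 and Pnpla3 at -0.56 (median -0.29, list adjusted p = 0.53), and 2 of 3 brown adipocyte genes, Letmd1 at -0.66 and Acot2 at -0.54 (median -0.54, list adjusted p = 0.16). In these males 2 of 4 macrophage genes fell by both adjustments, Fcer1g at -1.46 and Cd68 at -1.08 (median -0.74, adjusted p = 0.016; adjusted p = 0.1 with an estimated correlation). In all, 902 of 4414 genes (20.4%) were DEGs in KK-M v C57-M, 311 higher and 591 lower in KK. After renewed quantile normalization the split was 406 and 415, so that the share of higher genes went from 34.5% to 49.5%, while median centring left it at 34.5% (313 and 595). The 3 values of each group did not overlap for 887 of the DEGs, where chance gives 10% of genes not chosen for a difference and the choice of DEGs favours such genes, and the count was 1001 without KK-M replicate 1.

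In the females, KK-F had more Akr1c18, Cdca7l and Emb and less of the liver genes than C57-F. Akr1c18, the enzyme that inactivates progesterone (20-alpha-hydroxysteroid dehydrogenase) and a marker of the adrenal X-zone, rose by 3.98 ± 0.26 (adjusted p = 2.4e-07), from 8.29 ± 0.04 in C57-F to 12.27 ± 0.09 in KK-F (mean ± SD, n = 3). Cdca7l rose by 3.71 ± 0.13 and Emb, a membrane partner of monocarboxylate transporters, by 3.59 ± 0.14 (adjusted p = 1.3e-09 and 2.7e-09), although the second probeset of Emb gave 0.18. Vnn1, a pantetheinase, rose by 2.28 ± 0.11, Scgn by 2.37 ± 0.16, Nabp1 by 2.14 ± 0.11 and Plxdc1 by 2.02 ± 0.16. Serpina1d was at -6.03 ± 0.56 (adjusted p = 5.5e-06), Serpina1c at -4.09 ± 0.46, Cps1 at -3.86 ± 0.31 and Apob at -3.73 ± 0.12, followed by the gluconeogenic gene Fbp1 (-3.6 ± 0.15), the liver methionine enzyme Mat1a (-3.45 ± 0.22), Apoa2 (-3.36 ± 0.19) and H4c12 (-3.21 ± 0.3). The KK-F means of Serpina1d (2.67), Apob (3.25) and Fbp1 (3.39) and the C57-F mean of Cdca7l (3.5) lay under the filter level of 4. The size of these 4 differences is therefore less certain than their direction.

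Of the 17 hepatocyte genes 13 fell in KK-F and 14 when adjusted over the list alone (median -2.75, adjusted p = 4.6e-12; adjusted p = 0.026 with an estimated correlation); of the 12 that did not pass the filter through the C57 groups alone, 8 fell (median -1.78). Fat cell genes moved with them: all 4 white adipocyte genes fell by both adjustments, including the insulin-regulated glucose transporter gene Slc2a4 at -0.62 and Trarg1 at -1.67 (median -1.02, adjusted p = 0.00033; adjusted p = 0.026 with an estimated correlation), as did the 3 brown adipocyte genes (median -0.79, adjusted p = 0.0055; adjusted p = 0.071 with an estimated correlation). Of the skeletal muscle genes none rose in KK-F and Myl1 fell by 0.56 (median -0.11, adjusted p = 0.47). The 4 macrophage genes went both ways by both adjustments, 3 of them up, Lyz2 by 1.05, Cd68 by 0.96 and Lgals3 by 0.73, and Fcer1g down by 1.19 (median 0.84, list adjusted p = 0.22). Lipogenesis genes fell in 4 of 6 cases by both adjustments, with Fasn at -1.32 and Lpin1 at -1.17 (median -0.81, adjusted p = 0.0092; adjusted p = 0.083 with an estimated correlation). Cholesterol synthesis genes went the other way, with 3 of 6 higher in KK-F by both adjustments (median 0.65, adjusted p = 0.00033; adjusted p = 0.1 with an estimated correlation): Hmgcs1, an early enzyme of the pathway, rose by 1.91 ± 0.09, Sqle by 1.47 and Lss by 0.82.

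Vesicle genes were again higher in KK, 7 of 13 by both adjustments (median 0.49, adjusted p = 0.00036; adjusted p = 0.026 with an estimated correlation), with Cadps at 1.58 and Rab3c at 1.23, although the second probeset of Rab3c gave -0.22. Ptprn rose by 0.87 ± 0.07, Pnmt by 0.93 ± 0.08 and Nnt by 0.96 ± 0.11. Of the chromaffin genes 5 of 9 rose by both adjustments (median 0.52, adjusted p = 0.0012; adjusted p = 0.12 with an estimated correlation), and of the channel genes 4 of 5, the study's own Unc80 among them (median 0.79, adjusted p = 0.013; adjusted p = 0.14 with an estimated correlation). Interferon response genes fell in 8 of 11 cases by both adjustments, the study-named Irgm2 by 1.43 and Igtp by 1.14 (median -0.64, adjusted p = 0.00012; adjusted p = 0.026 with an estimated correlation). Of 11 capsule and stroma genes 5 fell by both adjustments, with Dcn at -1.17 and Tcf21 at -1.06 (median -0.43, adjusted p = 0.0074; adjusted p = 0.1 with an estimated correlation). Vsnl1 of the zona glomerulosa, which the study had named for a sex difference on the same samples, was at -2.05, and 2 of the 5 genes of that zone fell by both adjustments (median -0.37, adjusted p = 0.031; adjusted p = 0.11 with an estimated correlation). Cyp11b1 was at -0.36 ± 0.07 (adjusted p = 0.0023), under the fold threshold. The comparison gave 822 DEGs (18.6%), 422 higher and 400 lower in KK-F, of which 815 had values that did not overlap between the groups. The majority turned with scaling, to 364 higher and 464 lower with renewed quantile normalization and 348 and 469 with median centring.

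**Figure D1:**
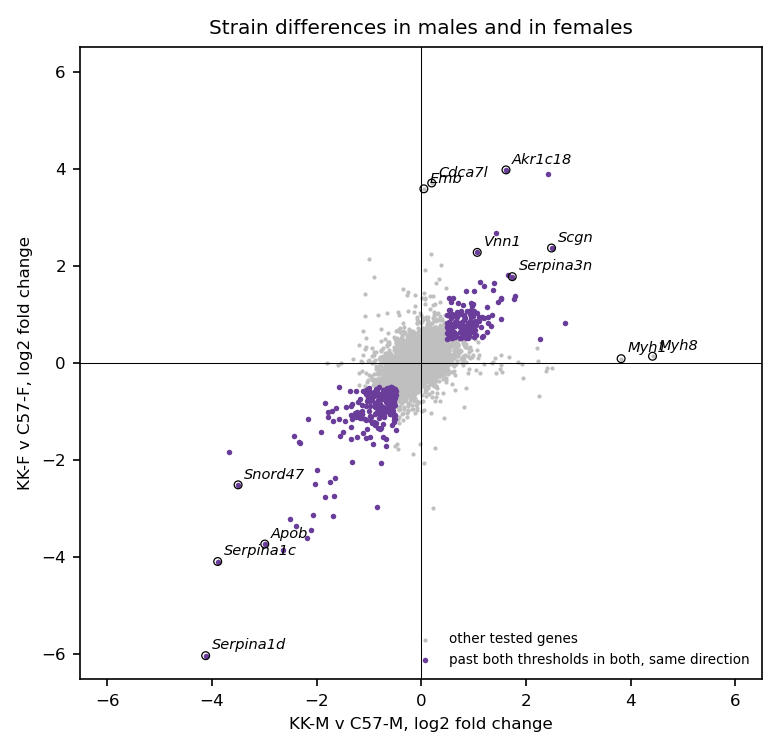
Strain differences of 4414 genes, with the log2 fold change KK-M v C57-M on the x axis and KK-F v C57-F on the y axis. Each dot is a gene and purple dots are the 380 genes past both thresholds in the same direction in both sexes; Serpina1d lies lowest at -4.12 and -6.03, and Myh8 is far to the right at 4.42 in males.

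Strain differences were shared between the sexes more often than independent lists would give. In both sexes 152 genes were higher in KK (29.7 for independent lists, odds ratio 13.5, Fisher's exact p = 2e-80) and 228 were lower (53.6 for independent lists, odds ratio 13.3, Fisher's exact p = 6.8e-109), while 18 were DEGs in opposite directions. Scgn, Ptprn, Pnmt, Nnt and Akr1c18 were among the genes higher in both sexes, and Serpina1d, Apob, Cps1, Irgm2 and Fasn among those lower in both. Across genes, which are not independent replicates, the strain difference in males correlated with that in females at r = 0.581 (Spearman's rho 0.497). Probe sequences were not used here. Probe mismatches to KK alleles, which could lower the KK signal of a gene in both sexes, were therefore not tested for these strain differences.

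Male and female KK adrenals differed most in Akr1c18, which was lower in KK-M than in KK-F by a log2 difference of -7.4 ± 0.26 (adjusted p = 1e-09; 4.87 ± 0.72 in KK-M, mean ± SD, n = 3). Cdca7l was at -3.45 ± 0.13, the protease inhibitor gene Serpinb1a at -3.37 ± 0.22, the monooxygenase gene Fmo1 at -3.09 ± 0.11 and the kinase gene Lrrk2 at -2.66 ± 0.11. Nabp1 (-3.13 ± 0.11), Emb (-3.02 ± 0.14) and Vnn3 (-2.93 ± 0.11) were also lower in KK-M, although the second probeset of Emb gave 0.36, the opposite direction. Higher in KK-M were Myh8 (4.4 ± 0.15), Myh1 (3.7 ± 0.15), the muscle intermediate filament gene Des (3.21 ± 0.08), Tcap (2.49 ± 0.21) and the calcium store protein gene Casq1 (2.42 ± 0.12). The second probeset of Myh8 gave 1.14. Also higher were Ly6d (3.14 ± 0.08), Serpina6, which encodes corticosteroid-binding globulin (2.94 ± 0.11), and the interferon-inducible gene Ifi205 (2.52 ± 0.18). The lower of the 2 means lay under the filter level of 4 for Cdca7l, Serpinb1a, Vnn3, Myh8, Myh1, Casq1 and Ifi205. The size of these differences is therefore less certain than their direction.

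All 9 skeletal muscle genes were higher in KK-M than in KK-F by both adjustments (median 2.18, adjusted p = 5.5e-12; adjusted p = 0.0033 with an estimated correlation), 5 of them tested through KK-M alone as above; with no filter 10 of 12 were higher (median 1.73), and of the 4 that passed through another group all 4 were (median 2.06). Of the adipocyte genes, 2 of 4 rose as well, Trarg1 by 2.03 and Slc2a4 by 1.42 (median 0.94, adjusted p = 0.0028; adjusted p = 0.059 with an estimated correlation). Zona glomerulosa genes were higher in males in 3 of 5 cases by both adjustments (median 1, adjusted p = 0.00023; adjusted p = 0.026 with an estimated correlation): Vsnl1 rose by 1.89, the potassium channel gene Kcnk9 by 1.36 and Cyp11b2, the aldosterone synthase gene, by 1 ± 0.09. The study had named Vsnl1 and Kcnk9 as higher in males on the same samples, so 2 of these 3 are not independent evidence. Both measured X-zone genes, which the study had also named, were lower in KK-M, with the thyroid hormone receptor gene Thrb at -2.3 ± 0.11 beside Akr1c18. Of the cholesterol synthesis genes 4 of 6 were lower in KK-M by both adjustments (median -0.87, adjusted p = 0.0068; adjusted p = 0.19 with an estimated correlation), with Hmgcs1 at -1.75, Hsd17b7 at -1.71 and Sqle at -1.17, while of 6 steroidogenesis genes Cyp11b2 alone passed the test (median 0.02, adjusted p = 0.5) and Cyp11b1 was at -0.01 ± 0.07.

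Capsule and stroma genes were higher in KK-M in 5 of 11 cases, and Sparc, named after its value was seen, was lower at -0.68, and 6 rose when adjusted over the list alone (median 0.49, adjusted p = 0.002; adjusted p = 0.071 with an estimated correlation), with Igfbp5, named by the study on the same samples, at 1.78 and Dcn at 1.6. Vesicle genes rose in 4 of 13 cases by both adjustments (median 0.3, adjusted p = 0.00033; adjusted p = 0.026 with an estimated correlation), led by Sv2c at 2.21. Of 9 chromaffin cell genes 2 rose by both adjustments, Pnmt by 0.52 and Prph by 0.51 (median 0.3, adjusted p = 0.0063, and adjusted p = 0.18 with an estimated correlation). The KK-F mean of Prph, 3.84, lay under the filter level, so the size of its rise is less certain. Of 5 channel genes 1 rose by both adjustments, Kcnma1 by 0.55 (median 0.36, adjusted p = 0.038, and adjusted p = 0.2 with an estimated correlation). Cxcr4, a chemokine receptor, rose by 2.35 ± 0.09 and the complement gene C7 by 1.05 ± 0.12. Of 831 DEGs (18.8%), 321 were higher and 510 lower in KK-M, and 814 did not overlap between the groups. The share of higher genes depended on scaling, going from 38.6% to 61.4% (497 higher and 312 lower) with renewed quantile normalization, which moved the median of all genes by 0.119, and to 55.7% (443 and 352) with median centring. Without KK-M replicate 1 there were 905 DEGs, and Serpina1d was at -0.06 in place of 0.93, neither of them past the test.

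In C57 mice the sexes differed in fewer genes, with Akr1c18 again the lowest in males at -5.03 ± 0.26 (adjusted p = 2.7e-08). Its mean in C57-M, 3.25 ± 0.28 (SD, n = 3), lay under the filter level of 4, so the size of this difference is less certain than its direction. Serpinb1a was at -2.83 ± 0.22, the transcription factor gene Tcf24 at -2.17 ± 0.14, the chemokine decoy receptor gene Ackr3 at -1.9 ± 0.11 and Vnn3 at -1.65 ± 0.11, followed by Naip5 (-1.42 ± 0.19), the sialyltransferase gene St3gal1 (-1.31 ± 0.1) and Mat1a (-1.28 ± 0.22). Cxcr4 (2.27 ± 0.09), C7 (2.13 ± 0.12), the cytochrome gene Cyp2d9 (1.68 ± 0.25), the interleukin receptor gene Il7r (1.61 ± 0.24), Kcnk9 (1.44 ± 0.09) and Greb1 (1.38 ± 0.1) were higher in males, as was Ly6d at 1.03 ± 0.08. The C57-M means of Serpinb1a (3.03) and Vnn3 (3.6) and the C57-F mean of Cyp2d9 (2.72) also lay under 4. The size of these differences is likewise less certain.

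All 4 macrophage genes were higher in C57-M than in C57-F by both adjustments (median 0.98, adjusted p = 1.3e-06; adjusted p = 0.019 with an estimated correlation), including Cd68 at 1.53 ± 0.1, and Lilrb4a of myeloid cells rose by 1.47 ± 0.2. Of the hepatocyte genes 9 of 17 were lower in C57-M by both adjustments, with Itih4 at -1.17 (median -0.63, adjusted p = 4.5e-06, and adjusted p = 0.071 with an estimated correlation). C9, named after its value was seen, was higher at 0.65. Its C57-F mean of 3.64 lay under the filter level, so the size of this rise is less certain. Zona glomerulosa genes rose in 3 of 5 cases by both adjustments, Cyp11b2 by 0.85 ± 0.09 and, both named by the study on the same samples, Kcnk9 and Vsnl1 (median 0.6, adjusted p = 0.00033; adjusted p = 0.026 with an estimated correlation). Thrb of the X-zone, another gene named by the study, was at -1.16 ± 0.11. Vesicle genes rose in 3 of 13 cases by both adjustments (median 0.3, adjusted p = 0.00022; adjusted p = 0.026 with an estimated correlation), as did 1 of 9 chromaffin cell genes, Syt1 by 0.53 (median 0.33, adjusted p = 0.0058; adjusted p = 0.18 with an estimated correlation), and 1 of 5 channel genes, Cacna1d by 0.59 (median 0.37, adjusted p = 0.0012; adjusted p = 0.074 with an estimated correlation), and 4 of 11 capsule and stroma genes rose, with Dpt at 1.12 (median 0.1, adjusted p = 0.012; adjusted p = 0.12 with an estimated correlation). Of the cholesterol synthesis genes 2 of 6 rose by both adjustments, Sqle by 0.56 and Fdft1 by 0.5 (median 0.35, adjusted p = 0.013; adjusted p = 0.23 with an estimated correlation); both of these calls were lost without C57-F replicate 2, and that of Fdft1 also without C57-M replicate 3. There were 312 DEGs (7.1%), 191 higher and 121 lower in males, of which 305 did not overlap.

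**Figure D2:**
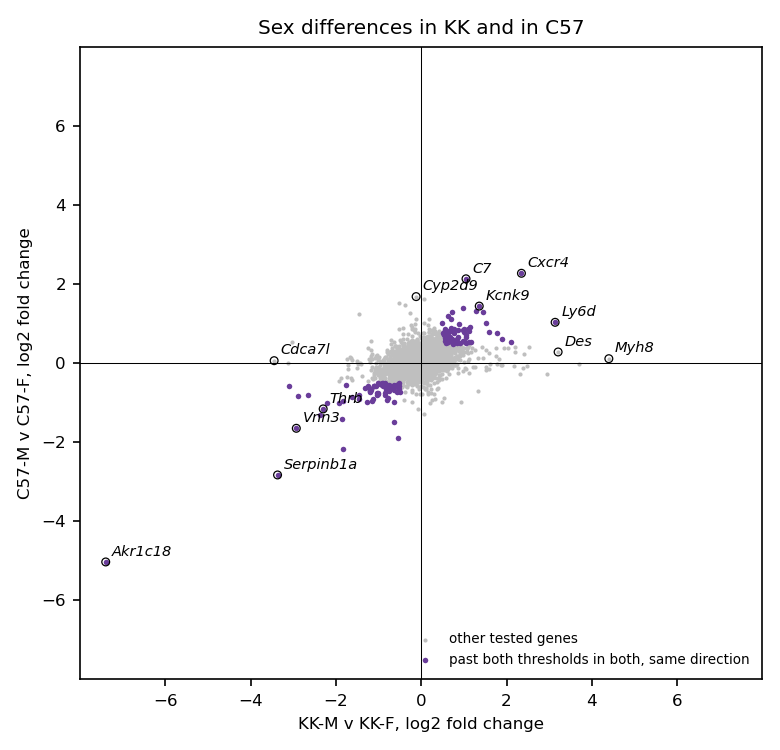
Sex differences of 4414 genes, with the log2 fold change KK-M v KK-F on the x axis and C57-M v C57-F on the y axis. Each dot is a gene and purple dots are the 137 genes past both thresholds in the same direction in both strains; Akr1c18 lies at -7.4 and -5.03, and Cxcr4 at 2.35 and 2.27.

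Sex differences were also shared between the strains more often than independent lists would give. In both strains 68 genes were higher in males (13.9 for independent lists, odds ratio 8.67, Fisher's exact p = 1.2e-31) and 69 were lower (14 for independent lists, odds ratio 11.6, Fisher's exact p = 6.9e-35), and 12 went in opposite directions. Cxcr4, Kcnk9, Cyp11b2, C7 and Ly6d were higher in males of both strains, and Akr1c18, Serpinb1a, Vnn3 and Thrb were lower. The correlation across genes was r = 0.417 (Spearman's rho 0.321).

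**Figure D3:**
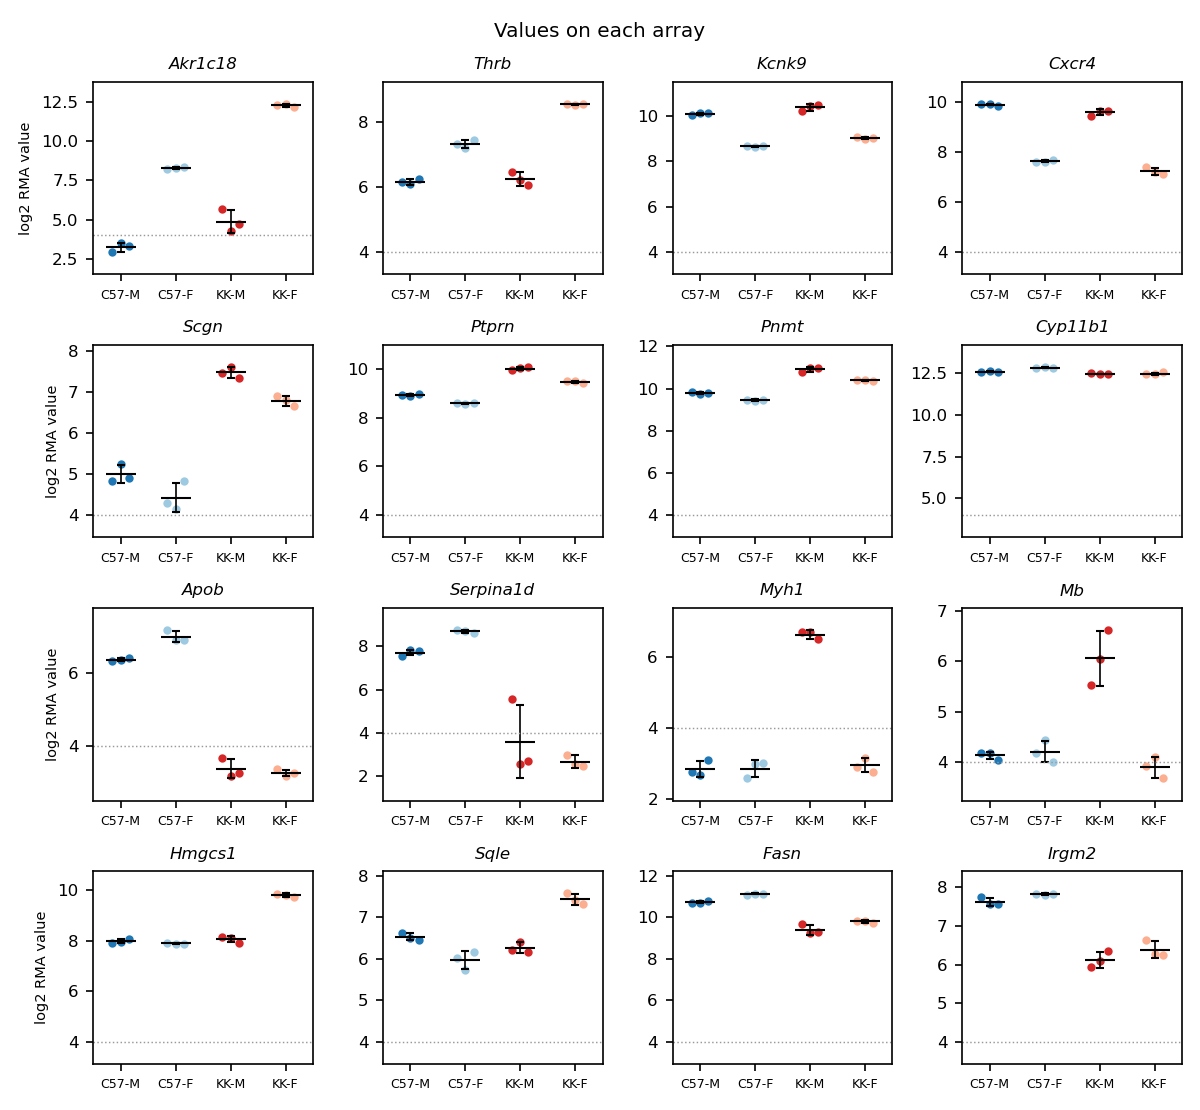
Log2 expression of 16 genes on each of the 12 arrays, by group. Dots are arrays, the bar is the mean with the SD of 3 arrays of 1 pool, and the dotted line marks the filter level of 4; Akr1c18 averages 12.27 in KK-F and 3.25 in C57-M, and Serpina1d on KK-M replicate 1 stands at 5.56 above the other KK-M arrays.

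The difference between the strains itself differed with sex for 612 genes (strain by sex interaction). It was larger in the KK direction in males for 168 of them and smaller for 444, a split that went to 292 and 257 (27.5% to 53.2% larger) with renewed quantile normalization, which moved the median of all genes by 0.126, and to 203 and 346 (37% larger) with median centring. Myh8 (interaction log2 4.29 ± 0.21), Myh1 (3.73 ± 0.21), Serpina6 (3.21 ± 0.16), Des (2.94 ± 0.11) and Actn2 (2.59 ± 0.16) had the largest positive values, and Emb (-3.54 ± 0.2), Cdca7l (-3.51 ± 0.19), Nabp1 (-3.14 ± 0.15), the complement gene C6 (-2.68 ± 0.23) and Fmo1 (-2.5 ± 0.16) the largest negative ones. Akr1c18 had an interaction of -2.36. Its C57-M mean of 3.25 lay under the filter level, so the sizes of its rise in KK males and of this interaction are uncertain. The values of Myh8, Myh1, Actn2 and Cdca7l also rest on groups with means under 4, and the second probesets of Emb (strain differences of 0.61 in males and 0.18 in females) and Myh8 (1.06 and -0.23) did not show interactions of this size. Of 504 strain DEGs found in males and not in females, 185 had an interaction past the thresholds, as did 184 of 424 in females and not in males. Among sex DEGs the numbers were 352 of 682 for KK and not C57, and 70 of 163 for C57 and not KK. The count was 683 without KK-M replicate 1.

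Averaged over the sexes, 683 genes differed between strains, 302 higher and 381 lower in KK. Averaged over the strains, 380 genes differed between sexes, 204 higher and 176 lower in males, and the share of higher genes went from 53.7% to 65.1% with renewed quantile normalization and 66.1% with median centring. When each pool counted as 1 value (4 pools, 1 residual degree of freedom, moderated by limma), fewer genes passed for strain and for sex. With 1 pool per group, the only residual of that fit is the strain by sex interaction. Its p-values therefore measure departure from additive effects and not the spread between pools or mice. Its counts are given only among the alternative settings below, and nothing is concluded from them.

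**Figure D4:**
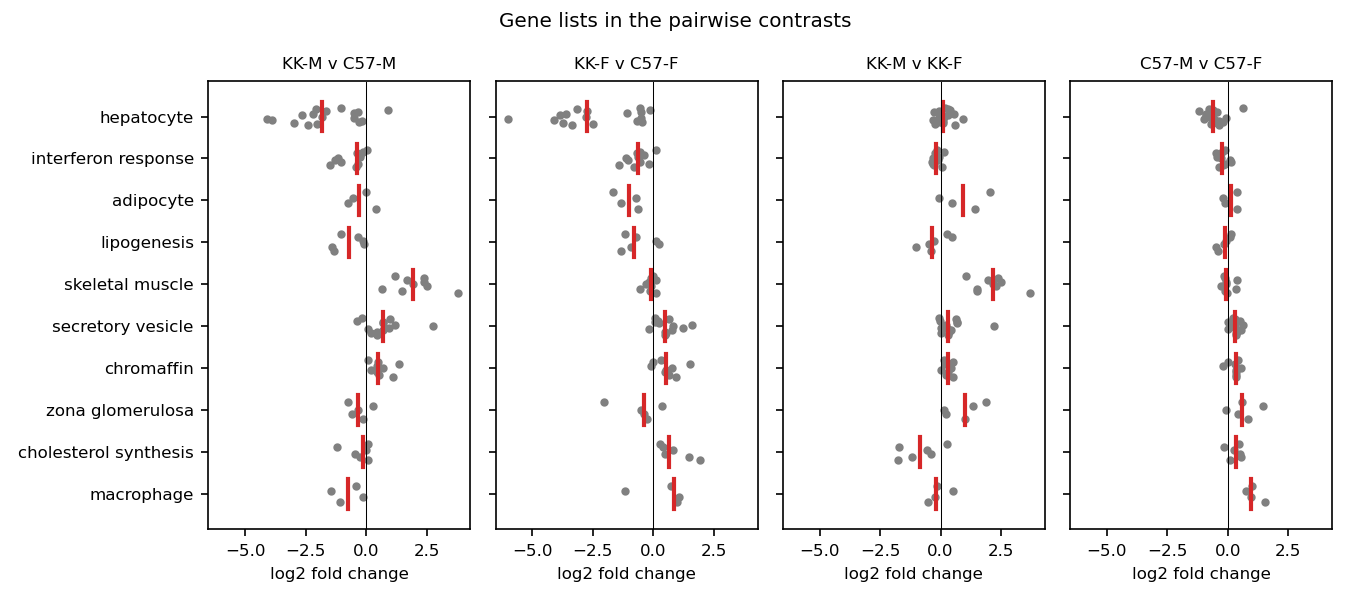
Log2 fold changes of the tested members of selected gene lists in the pairwise contrasts. Dots are genes and red bars are medians; the skeletal muscle median is 1.94 in KK-M v C57-M and 2.18 in KK-M v KK-F against -0.11 in KK-F v C57-F, and the hepatocyte median is -1.83 and -2.75 in the 2 strain contrasts.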

Values the study reported

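The study reported that Akr1c18 was 3.1-fold higher in male and 15.8-fold higher in female KK mice than in the C57 strain. For Scgn it gave an average rise of 5.38-fold in KK over both sexes. Tissues were taken when the mice were 20 weeks old. In its part on genes raised in KK in both adrenal gland and pancreas, the study also stated that Ptprn2 was not significantly higher.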

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

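In this part, the tests of probe mismatches, of a single aberrant muscle array, of both explanations for KK-M replicate 1 and of the second lists by how their genes passed the filter were chosen only after the result was seen. The strain difference itself differed between the sexes, by the test of the interaction, for 168 genes with a larger KK minus C57 difference in males and for 444 with a smaller one, a majority that turned to 292 and 257 with renewed quantile normalization and stayed at 203 and 346 with median centring. For single genes the interaction log2 values were 4.29 for Myh8, 3.73 for Myh1, 3.21 for Serpina6, 2.94 for Des, 2.59 for Actn2 and 2.11 for Ly6d. They were -3.54 for Emb, -3.51 for Cdca7l, -3.14 for Nabp1, -2.68 for C6, -2.5 for Fmo1, -2.36 for Akr1c18, -1.22 for Vnn1, -1.14 for Thrb and -1.08 for C7. That of Akr1c18 is uncertain in size, since its C57-M mean of 3.25 lay under the filter level of 4, and those of Myh8, Myh1, Actn2 and Cdca7l also rest on groups with means under 4. Of 52 genes named in the comparisons, 35 passed this test. Many of these were picked for large differences or interactions in the same data, which favours a high share. Among all 4414 tested genes, 612 (13.9%) passed.

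Among gene lists, the median interaction was 2.25 for skeletal muscle (adjusted p = 1.5e-16; adjusted p = 0.00049 with an estimated correlation), 0.79 for adipocytes (adjusted p = 3e-04; adjusted p = 0.043 with an estimated correlation) and -1.16 for macrophages (adjusted p = 6e-04; adjusted p = 0.049 with an estimated correlation). It was 0.74 for hepatocytes (adjusted p = 8.1e-06; adjusted p = 0.082 with an estimated correlation) and -1.24 for cholesterol synthesis (adjusted p = 1.2e-05; adjusted p = 0.082 with an estimated correlation), where 5 of 6 genes had a negative interaction past the thresholds. The snoRNA list had -0.52 (adjusted p = 0.018, and adjusted p = 0.41 with an estimated correlation), ribosomal proteins 0.16 (adjusted p = 0.02, and adjusted p = 0.29 with an estimated correlation), immediate early genes 0.25 (adjusted p = 0.044, and adjusted p = 0.13 with an estimated correlation) and oxidative phosphorylation 0.03 (adjusted p = 0.041, and adjusted p = 0.34 with an estimated correlation). For skeletal muscle, 5 of the tested genes passed the filter through KK-M alone, so the sign of their interaction was partly fixed by the filter. The 4 that passed through another group had 1.19 (Myl1), 2.25 (Mb), 2.56 (Tcap) and 1.56 (Eno3).

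Outside the main measurement, 3914 probesets with no gene named here were tested in the same way. Of these, 268 differed in KK-M v C57-M, 299 in KK-F v C57-F, 279 in KK-M v KK-F and 66 in C57-M v C57-F.

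Of 17 hepatocyte genes, 12 were lower and 1 higher in KK-M than in C57-M, and 13 were lower in KK-F than in C57-F. With an estimated correlation the list test passed in females (adjusted p = 0.026) and not in males (adjusted p = 0.071). In both KK pools 10 of the 17 were above the filter level of 4. Probe mismatches to KK alleles stay open: the list's median in C57-M v C57-F was -0.63 (SE 0.13), but a sex difference within C57 can stand beside a loss of signal in KK, so this value does not decide, and probe sequences were not used here. Liver tissue carried along with the C57 glands may account for the pattern: a second hepatocyte list of 12 genes, written before it was examined, had 8 genes lower in KK in each sex, with a median of -0.6 (SE 0.15) in males and -0.77 in females, and -0.6 and -0.63 (SE 0.24 in both) in the 7 that passed the filter through a KK pool, although all 21 measured genes, most of them near the filter level, had -0.41 and -0.34, short of the bound of -0.5 set for the list. Serpina1c averaged 8.81 and Apoa2 8.99 in C57-F against 4.72 and 5.62 in KK-F. Expression of these genes by adrenal cells of the C57 strain was not tested and stays open.

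Skeletal muscle genes were higher in the KK-M pool alone. A single aberrant array is argued against, since 9 of 9 list genes stayed higher in KK-M v KK-F whichever KK-M array was left out. Muscle tissue in the KK-M pool could not be settled: a second muscle list of 13 genes, written before it was examined, had 6 genes higher in each contrast, but its lower median of 0.45 (SE 0.19) missed the bound of 0.5 set for it, 5 of the 6 passed the filter through KK-M alone, and the 8 genes that passed through another group had medians of 0.18 (KK-M v C57-M, SE 0.24) and 0.24 (KK-M v KK-F, SE 0.2). With 1 pool per group, a property of KK males and tissue carried along in that pool remain open.

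Of the KK-M arrays, replicate 3 had the largest residual SD, 0.178 against 0.163 on replicate 1 and 0.157 on replicate 2. KK-M replicate 1 differed from the other arrays of its pool towards the C57 arrays. A candidate explanation is C57 RNA on that array: adding a share of 14% of the C57-F profile removed 17.2% of its squared deviation over 4398 genes, while the best share of any group removed at most 8% on the other 11 arrays, and C57-M gave 16.2%. With 35 further genes high in C57 or made by the liver left out, C57-F still removed 13.8%. A share of KK-F, which is not a C57 pool, also removed 7.8% over the 4398 genes. Liver genes were raised unevenly on replicate 1 against replicates 2 and 3. Serpina1d read 5.56 against 2.54 and 2.69, Apob 3.66 against 3.18 and 3.25, and Apoa2 6.55 against 6.5 and 5.61. In C57-F these genes averaged 8.7, 6.98 and 8.99. Whether a share of 14% of C57-F predicts the value of each of them was not tested. Compressed signal, which would depend on a gene's level alone, is argued against as the whole cause: the trend with level removed 2.6% of the squared deviation, and after it was taken out of every array C57-F still removed 15.5%, against at most 6.7% on the other 11 arrays (SE of the difference 2.6). Which of the C57 pools it would come from, and whether the labels or the hybridization were involved, was not tested.

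For the cholesterol synthesis genes, 2 tests of technical explanations were run and dropped after their results were seen, so nothing is concluded here on the cause of that pattern.

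The counts of genes were also set beside those from other splits of the arrays. For each pairwise contrast there are 10 splits, which are too few for a share under 0.05: 1 of the 10, the real one, gave as many genes, with 902 genes against a highest other of 11 in KK-M v C57-M, 822 against 8 in KK-F v C57-F, 831 against 15 in KK-M v KK-F and 312 against 13 in C57-M v C57-F. For the other counts 100 splits were drawn, the real one included, and 1 of them, the real one, gave as many genes. The arrays of a group repeat 1 pool, so other splits mix pools and their smaller counts were largely set by the design. For the interaction, strain labels were shuffled within each sex, which lets the strain difference enter it. These splits therefore exclude nothing. The values were 612 against a highest other of 467 for the interaction, 683 against 214 for the mean strain difference, 380 against 2 for strain-biased genes shared by both sexes, 380 against 232 for the mean sex difference and 137 against 2 for sex-biased genes shared by both strains. These splits divide arrays and not mice.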

How the results depend on the processing

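In this part, leaving out the listed genes of outside tissues and quantile normalization of the gene lists were chosen only after the data were seen. For 523 values of named genes, the alternatives gave 13398 with the same side of the threshold, 269 that lost the call and 196 that gained one. A value without a call in either fit counted as the same even where its sign changed. Among values with a call, 1 reversed, namely Ighm in KK-M v C57-M, at 0.18 with the mean of its probesets. With fry the immediate early list in KK-M v C57-M had a median of -0.07 and a direction opposite to that of camera. Counts depended on the fold threshold, by construction. At 2-fold there were 170 genes in KK-M v C57-M, 184 in KK-F v C57-F, 155 in KK-M v KK-F, 34 in C57-M v C57-F, 131 with an interaction, 133 for mean strain, 58 for mean sex, and 69 and 15 shared for strain and sex. With no fold threshold these were 1600, 1457, 1523 and 730, then 2006 for mean strain, 1449 for mean sex, and 714 and 338 shared. With a group mean of at least 6, which tests fewer genes, KK-M v C57-M gave 574 and mean strain 448. The fit on pool means, having 1 residual degree of freedom, gave 289 for strain and 10 for sex. The only residual of that fit is the strain by sex interaction, so its p-values measure departure from additive effects. These counts therefore do not show how many differences hold across pools or mice, and they cannot be ranked against those of the other settings. Correlations across genes were 0.539 (strain) and 0.355 (sex) with no filter, and 0.629 and 0.52 with a group mean of at least 6; the cause was not tested. Of the 108 list tests 13 passed with an estimated correlation and 88 with fry, which does not compare a list with other genes.

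Leaving out 1 array at a time gave 842 to 1001 genes in KK-M v C57-M, 812 to 849 in KK-F v C57-F, 788 to 905 in KK-M v KK-F, 300 to 340 in C57-M v C57-F, 477 to 683 for the interaction, 689 to 734 for mean strain, 374 to 407 for mean sex, 358 to 388 and 130 to 142 shared, and correlations of 0.559 to 0.587 and 0.382 to 0.432. Leaving out KK-M replicate 1 gave the highest value of 7 of these 9 counts, namely 1001, 905, 683, 734, 407, 388 and 142, and without it Serpina1d went from -4.12 to -5.11 and Serpina1c from -3.89 to -4.67 in KK-M v C57-M. Without the listed genes of outside tissues the pairwise counts were 876, 801, 817 and 301. Signal near the filter level limits small values: 493 of the 4414 genes had a group mean under 4.

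With the replicate number as a replicate block, counts were 908, 824, 827 and 310 in the pairwise contrasts, 622 for the interaction, 683 and 379 for mean strain and sex, and 380 and 135 shared, and 46 list tests passed. The numbers do not pair the arrays: over 18 same-numbered pairs the correlation of deviations ran from -0.098 to 0.122, 3 pairs were over 0.1, and 5 of 12 arrays matched best with their own number.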

Other observations

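In this part no test was chosen after its result was seen. Small nucleolar RNAs, which guide chemical modification of ribosomal RNA, were lower in KK-M than in KK-F in 10 of 23 cases and in 12 adjusted over the list alone (median -0.55, adjusted p = 0.0013; adjusted p = 0.28 with an estimated correlation), and 10 were higher in KK-F than in C57-F (median 0.46, adjusted p = 0.0099; adjusted p = 0.36 with an estimated correlation). Snord47, a gene the study had also picked, was lower in KK in both sexes, at -3.5 and -2.51, and Snora75 higher, at 1.43 and 2.67. Of 70 microRNA genes 15 were higher and 4 lower in KK-M than in C57-M, and 17 higher adjusted over the list alone (median 0.17, adjusted p = 8e-04, and adjusted p = 0.023 with an estimated correlation). In KK-F v C57-F 13 were higher and 3 lower, and the list did not pass (median 0.13, adjusted p = 0.15). Serpina3n, an acute-phase protease inhibitor, was higher in KK by 1.74 in males and 1.78 in females, while the cell cycle genes Pttg1 (-1.55 and -1.51) and Mcm6 (-1.25 and -1.12) were lower. These were the 2 of 5 cell cycle genes past the test in each sex, the list did not shift (adjusted p = 0.18 and 0.12), and Pttg1 had been named by the study on the same samples.

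Glia genes were higher in KK-M than in KK-F in 2 of 5 cases, Erbb3 by 0.7 and Fabp7 by 0.49 (median 0.48, adjusted p = 0.043, and adjusted p = 0.12 with an estimated correlation). They were also higher in C57-M than in C57-F in 2 of 5 cases, Fabp7 by 1.02 and Cdh19 by 0.62 (median 0.32, adjusted p = 0.0039, and adjusted p = 0.063 with an estimated correlation). The C57-F mean of Cdh19, 3.78, lay under the filter level, so the size of its rise is less certain. Complement and acute-phase genes rose in 2 of 4 cases in the same contrast, with C6 at 1.23 and C7, named by the study, at 2.13 (median 0.75, adjusted p = 0.0074; adjusted p = 0.071 with an estimated correlation). Oxidative phosphorylation genes fell in 6 of 20 cases in KK-F v C57-F, with Cox7c at -1.12 and Ndufb9 at -1.05 (median -0.14, adjusted p = 0.014, and adjusted p = 0.28 with an estimated correlation). The KK-F mean of Cox7c, 3.42, lay under the filter level, so the size of its fall is less certain. In the same list 1 gene, Ndufa4l2, named after its value was seen, was higher at 0.54. The endoplasmic reticulum chaperone gene Dnajb9 was lower in KK, at -0.83 in males and -1.33 in females, though its heat shock list did not shift in either sex (adjusted p = 0.76 in both). Clock genes did not shift as a list in any of the pairwise contrasts (adjusted p = 0.89, 0.76, 0.97 and 0.47).

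A hypothesis written before its test was that strain-biased genes lie next to each other on the chromosome, as local effects shared by neighbouring genes would produce. Among 4164 neighbouring pairs that were not of 1 gene family, 30 were strain-biased in both sexes at both genes, against a mean of 30.7 in 9999 permutations within chromosomes (permutation p = 0.6). The hypothesis was not borne out in these data.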
